A study of Mus musculus with 60 samples. Its data were reported in "Donor T cell STAT3 deficiency enables tissue PD-L1–dependent prevention of graft-versus-host disease while preserving graft-versus-leukemia activity" (2023).

How the data were processed

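TCR repertoires were measured by sequencing of the CDR3, the hypervariable loop of the T-cell receptor that contacts peptide and MHC. Donor CD4+ and CD8+ T cells were sorted, the alpha chain (TCRA) and the beta chain (TCRB) were amplified from RNA with a SMARTer mouse TCR kit, and paired reads of 300 bases were made on a MiSeq instrument. Per the study's methods, the authors aligned reads and called CDR3 clones with miXCR 3.0 at default settings and merged the libraries with VDJtools 1.1.7 into a table of clone abundance. The germline reference and genome build of that step are not given in the sources used here. The samples came in separate batches of pooled mice, and which library belonged to which batch is not given in the sources used here.

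The deposited values are fractions: for each CDR3 amino acid sequence and library, the fraction of the library's CDR3 reads that the authors computed before merging. One table was used for each chain and cell type, 4 in all, and each holds 15 columns of the libraries used here out of 18 libraries that were merged. The other 3 merged libraries have no column in these tables, so they could not be analysed. A clonotype was listed where it was found in at least 2 of the 18 merged libraries, so the listed fractions of a library add up to less than 1, and the part carried by clonotypes found in 1 library was not seen. Clonotypes with the same amino acid sequence were joined by the authors, and each carries a single representative V and J segment, so V segment usage is approximate. The number of reads or molecules per library is unknown, because the files give fractions only. No interval that needs a read count was therefore computed. Wilson intervals (95% confidence) were computed only for shares of clonotypes, and these cover counting error over clonotypes only.

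Groups were taken from the sample labels: 3 donor genotypes, 2 cell types, 2 chains, and cells before HCT, from liver or from gut, which gave 60 libraries in 28 groups. As in the study, the 3 libraries before HCT of a chain and cell type, 1 per donor genotype, were treated as a single group. Each tissue group held 2 libraries, numbered 1 and 2 in the labels. The p-values measure the spread between these libraries, each a pool of several mice.

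Diversity was the effective number of clonotypes, the exponential of the Shannon entropy of the listed clonotypes after scaling them to a sum of 1. Inverse Simpson index and number of listed clonotypes were alternatives. A clonotype was called expanded where its mean frequency was under 10 ppm (a fraction of 1e-05) over the 3 libraries before HCT and over 100 ppm (0.0001) over the 2 libraries of a tissue and genotype. A stricter tissue threshold of 200 ppm, a frequency of 0 before HCT, the WT library before HCT alone, and both tissue libraries over the threshold were alternatives. Recurrence was the Jaccard index, the shared percent of the union, between expanded sets of single libraries.

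V segment usage was the percent of the listed frequency per V segment, analysed as log2(percent + 0.1) with limma 3.58.1 (trend and robust settings, statmod 1.5.0, R 4.3.3), with 7 groups per table: before HCT and each tissue and genotype. Fold changes on this scale understate the change of rare segments. Tissue contrasts took the mean of the 3 genotypes, and genotype contrasts were made within a tissue, 6 per table, with 3 interaction contrasts per table. P-values were adjusted within each contrast by the Benjamini-Hochberg method, and an adjusted p under 0.05 passed. Clonotype frequencies were analysed in the same way as log10(ppm + 1), the transformation used in the study, for clonotypes with a mean of at least 1e-05 over the libraries of a table. The scripts were tested on simulated data in which 0.5 or 1 log2 (V segments) or 1 or 2 log10 (clonotypes) had been added to known items, 5 V segments of 109, 109, 28 and 26 or 100 clonotypes of 16490, 17487, 18293 and 19559. At a change of 1 log2, 80%, 100%, 60% and 100% of altered V segments were recovered in gut against before HCT for TCRA CD4+, TCRA CD8+, TCRB CD4+ and TCRB CD8+ tables. At 0.5 log2 these were 40%, 60%, 80% and 80%. Each percent is of 5 segments, and the simulated libraries varied independently, unlike gut libraries of the same number. These percents are therefore only a rough guide to power. For clonotypes, 0% were recovered at 1 log10 in each of these contrasts, and 30%, 6%, 1% and 2% at 2 log10, so the clonotype test had little power.

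Single values (diversity, list sums, CDR3 length) were compared by two-sided exact permutation tests over the 84 splits of 3 and 6 libraries, adjusted over the comparisons of each family. Between donor genotypes 2 libraries against 2 cannot give p under 0.333 in a single chain, cell type and tissue. Diversity was therefore also tested over all of these together, by exchanging the libraries of a tissue between genotypes in every chain and cell type at once, a test added after seeing the data. Recurrence was tested one-sided (higher within a genotype) over the 15 ways to pair 6 libraries, or jointly over 225 combinations of liver and gut pairings.

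The following choices were made before the data were examined: the tests, thresholds and alternatives above and the lists of segments. The superantigen list held TRBV26 (Vβ3), TRBV12-1 and TRBV12-2 (Vβ5), TRBV16 (Vβ11) and TRBV15 (Vβ12), V segments known to react with superantigens of mouse mammary tumor viruses in BALB/c mice. The comparison list held TRBV13-1, TRBV13-2 and TRBV13-3 (Vβ8), TRBV19 (Vβ6) and TRBV31 (Vβ14), of which TRBV31 had no clonotype, so 4 members were measured. Alpha chains of invariant NKT cells (TRAV11 or TRAV11D with TRAJ18) and of MAIT cells (TRAV1 with TRAJ33) served as markers of other T cell types. CDR3 with a stop codon or frameshift were counted, and 0 were found. The text names every member of these lists, up to 8 V segments per contrast with the largest log2 change among those that passed, and the 2 clonotypes per chain, cell type and tissue with the highest WT mean among those expanded in WT recipients. A clonotype that passed in a contrast would have been named too, but 0 passed. Each library was also left out in turn, and the replicate number was used as a block in an alternative fit, which takes each tissue at its number 1 level against before HCT. Whether the numbers pair the libraries was read from the correlation of V segment deviations from the group means. In gut it was 0.210 to 0.757, with each of the 3 pairs of every table over 0.1, so gut libraries of the same number were taken as paired. This pairing comes from the values, since the labels give a number only. In liver (-0.219 to 0.373), between liver and gut (-0.366 to 0.348) and for clonotypes in gut (-0.0748 to -0.0104) no such pairing was seen. Fits with the block at the mean of both numbers, over both tissues or in gut alone, were added after seeing the data. Percent of the whole library, leaving TRBV26 and TRBV23 out of the denominator, gut libraries numbered 1 alone, CDR3 running from C to F or W alone, no threshold before HCT, and libraries scaled to the listed clonotypes were alternatives chosen after seeing the data. With TRBV26 and TRBV23 out of the denominator only the other segments were rescaled, and these 2 kept their percent of all listed clonotypes. As percent of the whole library, unlisted clonotypes counted for no segment, so each segment was scaled by the listed share of its library. This scaling lowers all segments alike where the listed share is low, above all in gut TCRB libraries numbered 2. V segment positions were taken from GENCODE vM21 on GRCm38, and all 28 named segments were found there. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used.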

Results

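The TCR repertoire of donor T cells was followed in a mouse model of graft-versus-host disease (GVHD). CD4+ and CD8+ T cells came from wild-type (WT), STAT3-deficient (STAT3ko) or STAT3- and PD-1-deficient (STAT3koPD-1ko) C57BL/6 donors. STAT3 is a transcription factor activated by IL-6 and related cytokines, and PD-1 is an inhibitory receptor of activated T cells. Cells were read before hematopoietic cell transplantation (HCT) and from the liver and gut of MHC-mismatched BALB/c recipients 6 days after HCT. There were 60 libraries in 28 groups, 12 before HCT and 48 from tissue. For each chain and cell type, the 3 libraries before HCT formed 1 group, and each tissue and donor genotype had 2 libraries. The tables listed 62533 clonotypes for TCRA of CD4+ cells, 59365 for TCRA of CD8+ cells, 85775 for TCRB of CD4+ cells and 82447 for TCRB of CD8+ cells, a clonotype being a CDR3 amino acid sequence.

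Sequencing depth is not given, because the files hold fractions, and none was derived. The share of a library that the listed clonotypes carried is known. It was 97.7% ± 1.69 (SD, n = 3) before HCT in TCRA of CD4+ cells and 93.2% ± 4.44 (SD, n = 3) in TCRB of CD4+ cells. It was lowest in the gut libraries numbered 2 of TCRB in CD4+ cells, at 47.8% in WT, 49.1% in STAT3ko and 51.5% in STAT3koPD-1ko. The libraries labelled before HCT also stood apart in composition. Each of the 12 was more similar to liver library number 1 of its own genotype than to any other tissue library of its table, with a Morisita-Horn similarity of 54.4% ± 8.79 (SD, n = 12), against 17.7% ± 10.6 (SD, n = 12) with liver library number 2. TCRA and TCRB libraries of the same cells were counted separately among the 12. The sample titles call these libraries naive, as donor cells would be. The tables name their columns as spleen with the number 1 and do not say before HCT. The doubt comes from the values, and the column names do not remove it. Each direction given against the libraries labelled before HCT therefore rests on that label.

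The first comparison asked whether repertoire diversity differed between T cells before HCT and T cells in GVHD target tissues. In the listed clonotypes, liver-infiltrating T cells were more diverse than the libraries labelled before HCT in both chains and both cell types. The effective number of clonotypes before HCT was 3326 ± 584 (SD, n = 3) for TCRA and 3519 ± 627 for TCRB of CD4+ cells, and 3047 ± 1022 for TCRA and 3275 ± 1221 for TCRB of CD8+ cells. In liver it was 1.65-fold higher for TCRA and 1.80-fold higher for TCRB of CD4+ cells, and 1.82-fold higher for TCRA and 2.01-fold higher for TCRB of CD8+ cells (geometric means, n = 6). In each of these, 6 of 6 liver libraries lay above every library labelled before HCT (two-sided exact permutation tests, 84 splits, p = 0.0238 for CD4+ and 0.0119 for CD8+ cells in both chains, adjusted p = 0.0476 for each). In gut the ratios were 1.71 and 1.34 for TCRA and TCRB of CD4+ cells and 2.08 and 2.12 for TCRA and TCRB of CD8+ cells, and 0 of the 4 passed (exact adjusted p = 0.204, 0.643, 0.0571 and 0.143, unadjusted p = 0.179, 0.643, 0.0357 and 0.107). These tests mix gut libraries numbered 1 and 2, which lay far apart. Those numbered 1 alone had ratios of 2.76 and 3.20 in CD4+ and 2.85 and 3.60 in CD8+ cells (TCRA and TCRB), with 3 of 3 above every library labelled before HCT in each. The exact p was 0.1 in each, the lowest that 20 splits allow, so gut diversity stays open. In TCRB of CD4+ cells the effective number was 10930 and 1531 in the STAT3ko gut libraries and 8594 and 1139 in the STAT3koPD-1ko gut libraries. With the inverse Simpson index 2 of the 4 liver comparisons passed, and likewise 2 of 4 with the number of listed clonotypes. Without any 1 of the 3 libraries before HCT, or any 1 of the liver libraries except WT number 2, 0 of the 4 passed, the splits then being fewer.

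**Figure D1:**
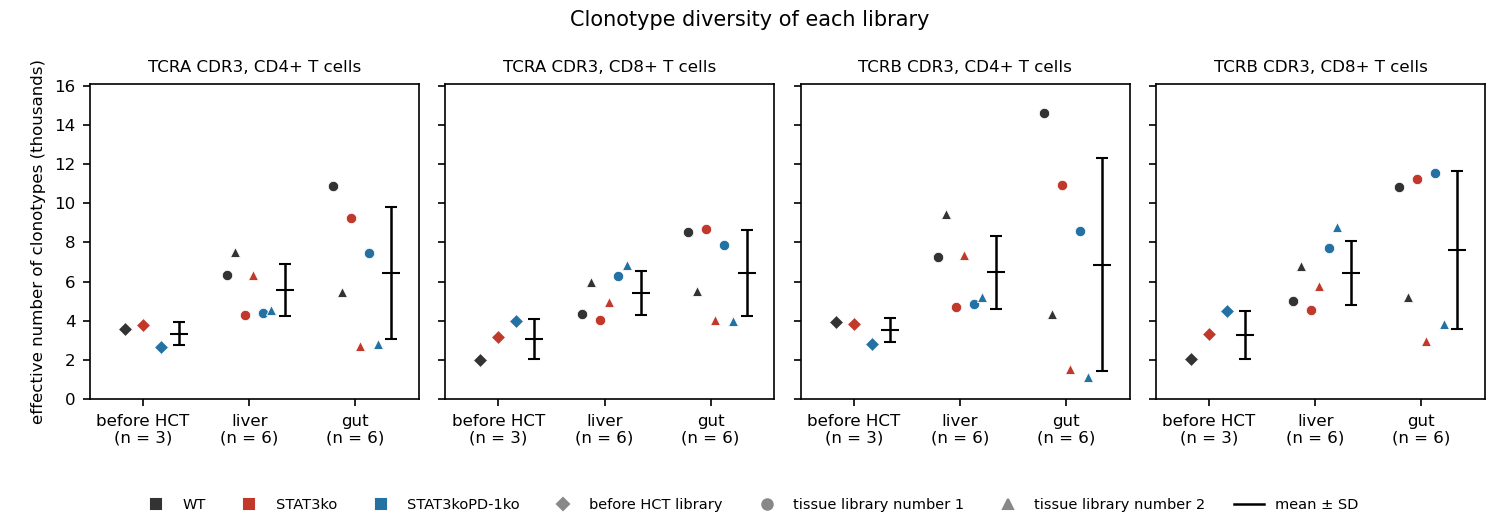
Effective number of clonotypes (y axis, linear, from 0) in each library labelled before HCT, from liver and from gut, with 1 panel per chain and cell type, points for single libraries and bars for group means. All 6 liver libraries lie above every library labelled before HCT in each panel, and the gut libraries of CD4+ TCRB range from 1139 to beyond 10930.

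Diversity was then compared between recipients of WT, STAT3ko and STAT3koPD-1ko T cells. In TCRB of liver CD4+ cells the effective number was 8344 ± 1578 (SD, n = 2) with WT, 6044 ± 1874 with STAT3ko and 5030 ± 270 with STAT3koPD-1ko donors. In TCRB of liver CD8+ cells the order was another, at 5895, 5142 and 8259 (means, n = 2 each). Over the 8 combinations of chain, cell type and tissue, the mean log2 difference was -0.43 for STAT3ko minus WT, with the lower value in STAT3ko in 8 of 8. It was 0.05 for STAT3koPD-1ko minus STAT3ko (lower in STAT3koPD-1ko in 5 of 8) and -0.38 for STAT3koPD-1ko minus WT (lower in 6 of 8). STAT3ko was below WT both within number 1 and within number 2 in 6 of 8. TCRA and TCRB libraries of the same cells are counted separately among the 8. The SD between the 2 libraries of a group was 0.26 on the log2 scale in liver and 1.22 in gut. Once the difference between numbers 1 and 2 was taken out, it was 0.15 in liver and 0.32 in gut. In a single combination, 2 libraries against 2 cannot give an exact permutation p under 0.333, so the 8 were also tested together, in tests chosen after seeing the data. When the libraries of a tissue changed genotype in all chains and cell types at once, the exact permutation p was 0.444 for STAT3ko minus WT, 0.889 for STAT3koPD-1ko minus STAT3ko and 0.5 for STAT3koPD-1ko minus WT (36 combinations, lowest possible 0.0556). It was 0.613 for any difference among the 3 genotypes (225 combinations). When gut libraries changed genotype only within their number, these were 0.167, 0.833 and 0.25 (24 combinations, lowest possible 0.0833) and 0.0333 for any difference among the 3 (90 combinations). Liver libraries changed genotype across numbers in all of these tests.

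Host-reactive clonotypes were then sought by the definition used in the study, rare before HCT and frequent in tissue, to ask whether those expanded with WT donors were also expanded with STAT3ko or STAT3koPD-1ko donors. WT recipients had 4563 expanded clonotypes in the 8 combinations together. In liver there were 381 TCRA and 607 TCRB clonotypes of CD4+ cells and 655 TCRA and 911 TCRB clonotypes of CD8+ cells. In gut there were 378 TCRA and 465 TCRB clonotypes of CD4+ cells and 555 TCRA and 611 TCRB clonotypes of CD8+ cells. Of the 4563, 175 (3.84%, Wilson 95% interval 3.32% to 4.43%) were also expanded in the same tissue with STAT3ko donors and 146 (3.20%, 2.73% to 3.75%) with STAT3koPD-1ko donors. Among the 4388 that were not expanded with STAT3ko donors, 118 (2.69%, 2.25% to 3.21%) were expanded with STAT3koPD-1ko donors, with a range of 1.08% to 5.45% over the 8 combinations. In 93.6% no other genotype showed expansion. The same held when the clonotypes were chosen in another genotype: 2.96% of the clonotypes expanded with STAT3ko donors were expanded with WT donors, and 2.94% of those expanded with STAT3koPD-1ko donors. The shares depend on the thresholds and on the libraries. Without the threshold before HCT they were 26.5% for STAT3ko, 25.2% for STAT3koPD-1ko and 11.5% for STAT3koPD-1ko among those not in STAT3ko. At 200 ppm in tissue they were 0.910%, 1.36% and 1.19%. The last of them was 6.22% with the WT library before HCT alone and 1.76% without replicate 2.

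**Figure D2:**
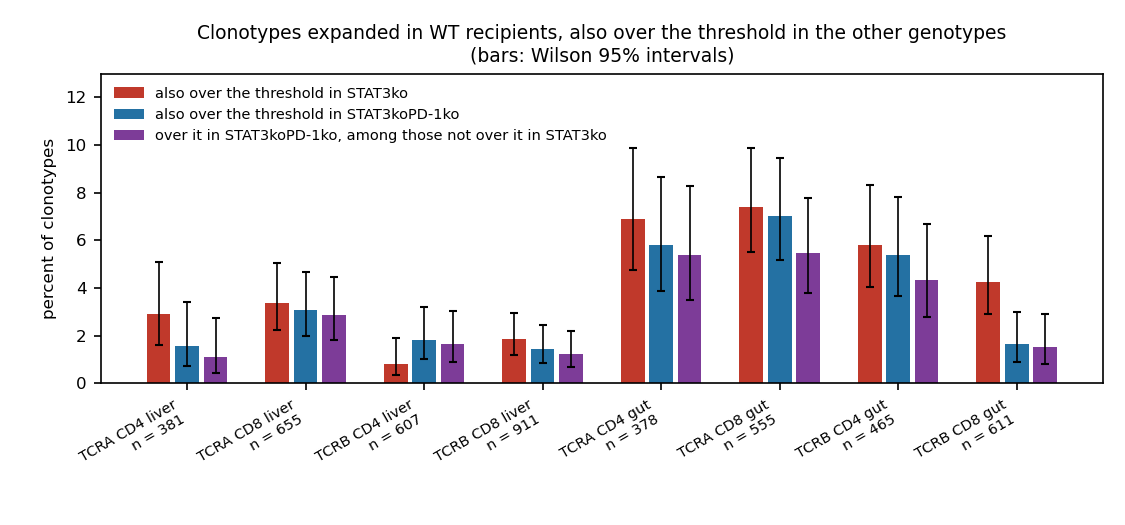
Percent of the clonotypes expanded in WT recipients that were also expanded with STAT3ko or STAT3koPD-1ko donors, for each chain, cell type and tissue, with Wilson 95% intervals as error bars. The shares for STAT3ko lie between 0.824% and 7.39% and those for STAT3koPD-1ko between 1.43% and 7.03%.

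The 16 most frequent of these clonotypes, 2 for each chain, cell type and tissue, had WT means of 976 to 3061 ppm. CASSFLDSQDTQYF (TRBV14, TRBJ2-5) led in gut CD8+ cells, at 6122 ppm in WT gut library number 1 and 0 in number 2. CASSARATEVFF (TRBV13-1, TRBJ1-1) led in liver CD8+ cells, at 0 in number 1 and 3114 in number 2. In CD4+ cells, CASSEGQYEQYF (TRBV13-1, TRBJ2-7) led in liver, at 21.5 and 3231 ppm. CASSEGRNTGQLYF (TRBV13-1, TRBJ2-2) led in gut, at 2942 and 0 ppm, and was at 3155 ppm in STAT3koPD-1ko gut library number 2. For TCRA the leading clonotypes were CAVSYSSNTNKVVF (TRAV3-3, TRAJ34) in liver CD4+ cells, with 0 and 3712 ppm, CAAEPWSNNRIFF (TRAV4N-4, TRAJ31) in gut CD4+ cells, with 0 and 2440, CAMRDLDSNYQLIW (TRAV16N, TRAJ33) in liver CD8+ cells, with 3651 and 0, and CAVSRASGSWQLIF (TRAV7D-5, TRAJ22) in gut CD8+ cells, with 3828 and 0. The second in each was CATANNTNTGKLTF, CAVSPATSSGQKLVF, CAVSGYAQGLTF and CAMRPYSNNRLTL for TCRA and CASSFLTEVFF, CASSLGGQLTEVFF, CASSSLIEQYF and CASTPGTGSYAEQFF for TCRB, in the order liver CD4+, gut CD4+, liver CD8+ and gut CD8+. Of the 16, 13 were listed at 0 in 1 of the 2 WT libraries, 0 were over 100 ppm in both, and 4 were over 100 ppm in any library of another genotype.

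Whether recipients of the same genotype shared more expanded clonotypes than recipients of different genotypes was tested on single libraries. Library pairs of the same genotype shared 1.43% of the union (mean of 8, range 0.483% to 3.17%), and pairs of different genotypes 1.55% (0.569% to 3.10%). Sharing within a genotype was higher in 2 of the 8 combinations, and it did not exceed that between genotypes (one-sided exact permutation test over 225 joint pairings, p = 0.942). A single combination has 15 pairings and cannot give an exact p under 0.0667. Pairs within a genotype always join numbers 1 and 2, while pairs between genotypes also join libraries of the same number. The pairings exchange libraries across numbers, so this test does not separate genotype from number.

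Liver and gut of the same genotype were compared next. Of 14603 expanded clonotypes, 837 (5.73%, Wilson 95% interval 5.37% to 6.12%) were expanded in both liver and gut, and 94.3% in one of them. Single libraries are another measure than these sets by the mean of 2 libraries. By single libraries, the 2 of the same tissue and genotype shared 0.813% ± 0.342 (SD, 12 pairs) in liver and 2.04% ± 0.777 (SD, 12 pairs) in gut. The shared percent was 7.95% with WT (336 of 4227), 6.71% with STAT3ko (372 of 5542) and 2.67% with STAT3koPD-1ko donors (129 of 4834), a difference between genotypes that was not tested, with 2 libraries per group. Single libraries showed that the sharing came from gut libraries numbered 1, which shared 6.39% ± 3.60 (SD, n = 12) with liver library number 1 and 9.84% ± 5.29 with liver library number 2 of their genotype. Gut libraries numbered 2 shared 0.981% ± 0.501 and 1.87% ± 0.709 with them. Gut libraries numbered 1 thus shared more with liver than the 2 libraries of a tissue shared, while those numbered 2 did not exceed the sharing within gut. As sharing within a tissue was low too, a low percent between liver and gut does not show restriction to a tissue. From the libraries numbered 2 alone the pooled percent was 1.80%, from those numbered 1 alone 6.70%, and it was 2.09% at 200 ppm, 2.71% where both libraries had to pass, and 18.8% without the threshold before HCT.

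V segment usage was compared between cells before HCT and tissue to ask whether entire families of receptors were enriched. The largest change was in CD4+ TCRB. TRBV26, the segment of Vβ3 receptors (chromosome 6, 41227505 to 41227993 on GRCm38, GENCODE vM21 V gene), made up 4.86% ± 0.707 (SD, n = 3) of the listed frequency before HCT, 9.09% ± 1.83 (SD, n = 6) in liver and 25.4% ± 1.76 (SD, n = 6) in gut. TRBV23 (chromosome 6, 41216073 to 41216526, V gene) made up 1.87% ± 0.293, 3.70% ± 0.750 and 10.6% ± 2.39. On the log2(percent + 0.1) scale TRBV26 rose by 0.88 ± 0.12 (SE) in liver and by 2.37 ± 0.12 in gut (limma, adjusted p = 0.000341 and 5.1e-09), and TRBV23 by 0.94 ± 0.17 and 2.43 ± 0.17 (limma, adjusted p = 0.0015 and 6.33e-08). Both were higher in gut than in liver as well, TRBV26 by 1.49 ± 0.10 and TRBV23 by 1.49 ± 0.14 (limma, adjusted p = 1.06e-07 and 1.65e-06). As percent of the whole library, where unlisted clonotypes count for no segment, the liver changes of TRBV26 and TRBV23 no longer passed. Their differences were 0.84 ± 0.25 (SE) and 0.90 ± 0.32, close to those above but with a larger SE (limma, adjusted p = 0.197 and 0.230). By number of distinct clonotypes, TRBV23 passed in neither tissue (limma, adjusted p = 0.214 in liver and 0.0828 in gut).

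**Figure D3:**
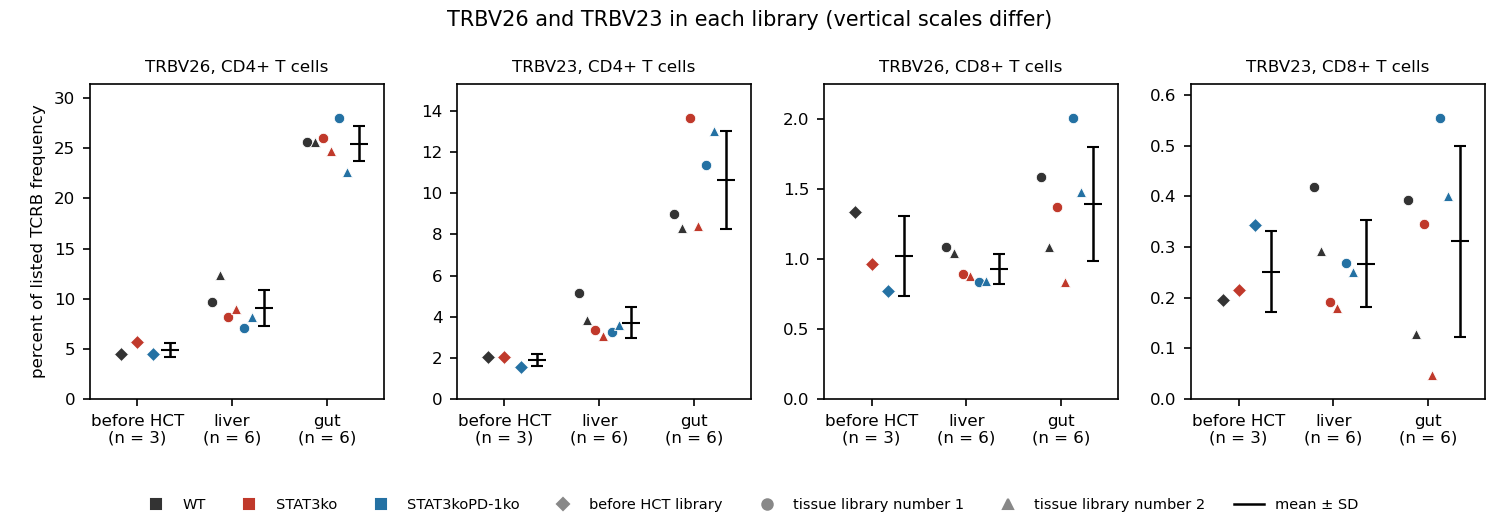
Percent of the listed TCRB frequency of CD4+ and CD8+ cells (y axis, from 0) carried by TRBV26 and TRBV23 in each library labelled before HCT, from liver and from gut, with points for libraries and bars for group means. In CD4+ cells TRBV26 goes from 4.86% before HCT to 25.4% in gut, and TRBV23 from 1.87% to 10.6%.

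Other TRBV segments moved with them in gut CD4+ cells. TRBV5 (41062332 to 41062803) fell by 1.14 ± 0.15 (SE) on the log2 scale, from 9.95% ± 1.83 (SD, n = 3) to 4.46% ± 0.689 (SD, n = 6), and TRBV14 (41135145 to 41135616) fell by 1.14 ± 0.20, from 7.55% ± 1.83 to 3.44% ± 0.970 (limma, adjusted p = 4.33e-05 and 0.000638). TRBV20 (41188273 to 41188977) fell by 1.26, TRBV29 (41271394 to 41271881) fell by 1.21 and TRBV30 (41281376 to 41281990) fell by 1.02, all in chromosome 6. TRBV21 (41202550 to 41203044) rose by 1.03, but 97.7% of its gut frequency was a single entry, YAEQFF, which lacks the leading cysteine, and its log2 difference was -0.35 by number of distinct clonotypes. In all, 19 of 28 V segments passed in gut CD4+ cells, 6 higher and 13 lower, and with TRBV26 and TRBV23 left out of the denominator 11 of 28 passed, 8 higher and 3 lower, these 2 among them with their percent of all listed clonotypes. TRBV20, TRBV29 and TRBV30 no longer passed there (limma, log2 differences of -0.77, -0.70 and -0.77, adjusted p = 0.127, 0.0744 and 0.172), so their decline could not be separated from the share taken by TRBV26 and TRBV23. In liver CD4+ cells TRBV26 and TRBV23 were the 2 segments that passed.

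In gut CD8+ cells 9 of 26 TRBV segments passed, 4 higher and 5 lower, and 15 with the number of the gut libraries as a block, 8 higher and 7 lower. TRBV29, the most used TRBV segment of CD8+ cells, fell by 0.29, from 23.5% ± 1.74 (SD, n = 3) to 19.2% ± 1.03 (SD, n = 6), although by number of distinct clonotypes its log2 difference was 0.029 (limma, adjusted p = 0.00866 and 0.576). TRBV13-1 (41116007 to 41116468) rose by 0.44, from 9.67% ± 2.10 to 13.04% ± 1.54, and TRBV14 rose by 0.40 (limma, adjusted p = 0.0158 and 0.0256). As percent of the whole library their differences were -0.036 and -0.073 (limma, adjusted p = 0.919 and 0.878). That scaling lowers all gut segments together, as gut libraries numbered 2 listed 53.2% to 58.0% of their frequency. It therefore cannot test the rise of single segments. TRBV30 fell by 1.16, TRBV20 fell by 0.95, TRBV13-2 (41121396 to 41121832) fell by 0.48 and TRBV5 fell by 0.36. TRBV8 (41084821 to 41085105, a pseudogene) rose by 0.16 near the floor of the scale, and by number of distinct clonotypes its difference was -0.052. In liver CD8+ cells 0 of 26 passed in limma, with 2 at an unadjusted p under 0.05.

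TCRA usage moved less. In gut CD4+ cells 8 of 109 TRAV segments passed, 3 higher and 5 lower. TRAV6-1 (chromosome 14, 52638515 to 52638962) fell by 1.03 on the log2 scale, from 0.343% to 0.126%. TRAV8D-1 (52778447 to 52778995) fell by 0.82, from 4.18% to 2.37%, TRAV4-1 (52607307 to 52607804, a pseudogene) fell by 0.80, TRAV17 (53806639 to 53807115) fell by 0.71 and TRAV16N (53351028 to 53351621) fell by 0.61. TRAV16D-DV11 (53047287 to 53047821), TRAV6N-6 (53132679 to 53133137) and TRAV13D-1 (52851290 to 52851866) rose by 0.76, 0.58 and 0.47 (limma, adjusted p of the 8 between 0.0247 and 0.0356). These 3 lay at 0.0646%, 0.0172% and 0.00597% before HCT and 0.185%, 0.0798% and 0.0487% in gut, near or under the 0.1 added to each percent. At a pseudocount of 1, 5 segments passed, 0 higher and 5 lower, so these rises depend on the floor of the scale. In gut CD8+ cells TRAV6-1 fell by 1.16 and TRAV9-2 (53590857 to 53591514) fell by 0.99 (limma, adjusted p = 0.00421 and 0.045). These TRAV counts were fragile: without the WT or STAT3ko library before HCT, or without WT or STAT3ko gut library number 2, 0 of the 8 calls in CD4+ cells were left, without the STAT3koPD-1ko library before HCT 1 was, and with gut libraries numbered 1 alone there were 4 in CD4+ and 0 in CD8+ cells. The block mattered as well. With the number of the gut libraries as a block, 15 passed in CD4+ cells (6 higher and 9 lower) and 4 in CD8+ cells (1 higher and 3 lower), the segments named here included. With a single block over liver and gut and each tissue taken at its number 1 level, 0 passed in CD4+ and 1 in CD8+ cells. In liver 0 of 109 TRAV segments passed in limma in either cell type, with 0 in CD4+ and 4 in CD8+ cells at an unadjusted p under 0.05.

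Gut and liver were compared directly as well, since each shares the same libraries before HCT. In CD4+ cells 20 of 28 TRBV segments differed, 6 higher in gut and 14 lower, and 12 with TRBV26 and TRBV23 left out of the denominator in the same way, 9 higher and 3 lower. Besides TRBV26 and TRBV23, TRBV21 was 0.97 higher in gut, and the differences of TRBV5, TRBV14, TRBV20, TRBV29 and TRBV30 were -1.01, -0.93, -0.91, -0.89 and -0.88. In CD8+ cells 5 of 26 TRBV segments differed: TRBV30 (-1.02), TRBV5 (-0.49), TRBV26 (0.50), TRBV24 (0.26, 41218091 to 41218557, a pseudogene) and TRBV8 (0.13). For TCRA, TRAV6-1 (-0.90), TRAV16N (-0.64), TRAV6N-6 (0.49) and TRAV13D-1 (0.36) differed in CD4+ cells and TRAV16N (-0.20) in CD8+ cells. TRAV6N-6 and TRAV13D-1 lay under the 0.1 added to each percent. At a pseudocount of 1, 0 TRAV segments were higher and 2 lower in CD4+ cells. Between 0 and 11 TRAV segments differed in CD4+ and between 0 and 4 in CD8+ cells when 1 library was left out. With the number of the gut libraries as a block the counts were 11 and 2 for TRAV and 21 and 13 for TRBV, in CD4+ and CD8+ cells.

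BALB/c mice carry mouse mammary tumor viruses whose superantigens act on T cells with certain Vβ segments, and C57BL/6 donor T cells keep these segments, so a list of 5 such segments was tested. In gut CD4+ cells the list rose from 29.6% ± 0.514 (SD, n = 3) to 46.1% ± 2.62 (SD, n = 6) of the listed frequency, a difference of 16.5 percentage points, higher in 6 of 6 gut libraries (exact permutation test, p = 0.0119, adjusted p = 0.0238), but as percent of the whole library the difference was 2.66 points (exact adjusted p = 0.655). The rise was that of TRBV26, which alone was 20.6 points higher. The other 4 segments together were at 24.8% ± 1.21 before HCT and 20.7% ± 2.99 in gut (-4.08 points, exact adjusted p = 0.119). Over the whole library their difference was -9.82 points (exact adjusted p = 0.0476). Whole-library values count unlisted clonotypes for no segment, and gut libraries numbered 2 listed 47.8% to 51.5% of CD4+ TCRB. They thus lower any list in gut and cannot decide whether a list changed. In liver CD4+ cells the list was 32.5% ± 2.31 (difference 2.84 points, exact adjusted p = 0.0952). In gut CD8+ cells it rose from 21.2% ± 0.553 to 24.5% ± 0.841 (3.38 points, exact adjusted p = 0.0238), and the 4 segments other than TRBV26 by 3.01 points (exact adjusted p = 0.0476). Over the whole library the difference of the list was -3.05 points. The same limit holds there, as gut libraries numbered 2 listed 53.2% to 58.0% of CD8+ TCRB. Liver CD8+ cells had 21.3% ± 1.44 (exact adjusted p = 0.869). The comparison list of Vβ8 and Vβ6 segments, not known to react with these superantigens in the same way, fell in gut CD4+ cells from 27.0% ± 2.19 to 17.4% ± 1.61 (-9.59 points, exact adjusted p = 0.0476). These gut tests use all 84 splits, but gut libraries of the same number deviate together in V segment usage. Only 3 splits keep the numbers together, which cannot give an exact p under 0.333. Among these, in a check chosen after seeing the data, the real difference of the superantigen list was 16.5 against 10 points for the highest other in CD4+ cells and 3.38 against 2.23 in CD8+ cells, and that of the comparison list in CD4+ cells was -9.59 points against a size of 4.87. For the 4 segments other than TRBV26 in CD8+ cells it was 3.01 against 2.43.

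Single members of the lists did not move alike. In gut CD4+ cells 4 of the 5 superantigen segments passed in limma over all segments tested, and 4 adjusted over the list alone: TRBV26, TRBV12-1 (41113550 to 41114067) and TRBV12-2 (41118851 to 41119364) rose by 2.37, 0.67 and 0.88, while TRBV16 (41151740 to 41152230) fell by 0.63. TRBV15 (41141188 to 41141658) had a difference of 0.08 (limma, adjusted p = 0.662). Over the whole library TRBV12-1 and TRBV12-2 no longer passed (0.17 and 0.37, limma adjusted p = 0.521 and 0.264), and TRBV15 went to -0.45. That scaling lowers all gut segments together through the listed share, so it does not set these segments apart from others. With TRBV26 and TRBV23 out of the denominator TRBV12-1, TRBV12-2 and TRBV15 passed at 1.19, 1.41 and 0.62, and TRBV16 did not (-0.09, limma adjusted p = 0.615). Of the 4 comparison segments, TRBV13-1 (-0.40), TRBV13-2 (-1.01), TRBV13-3 (41130147 to 41130585, -0.67) and TRBV19 (41178375 to 41179048, -0.68) passed as lower, over all segments tested and adjusted over the list alone, but with TRBV26 and TRBV23 out of the denominator 0 of them passed and TRBV13-1 went to 0.14. TRBV31 (41557691 to 41558452) had no clonotype. In gut CD8+ cells 0 of the 5 superantigen segments passed in limma, TRBV26 among them (0.40, adjusted p = 0.116), and 2 of the 4 comparison segments did, TRBV13-1 as higher and TRBV13-2 as lower. Under other settings TRBV26 passed: by number of distinct clonotypes (0.64), with gut libraries numbered 1 alone (0.66), with the gut number as a block (0.40) and with the block over both tissues at number 1 (0.53; limma, adjusted p = 1.66e-06, 0.0111, 0.0142 and 0.0484). TRBV12-2 passed among segments of at least 0.5% and with the gut number as a block (0.28 in both, limma, adjusted p = 0.0422 and 0.0458).

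**Figure D4:**
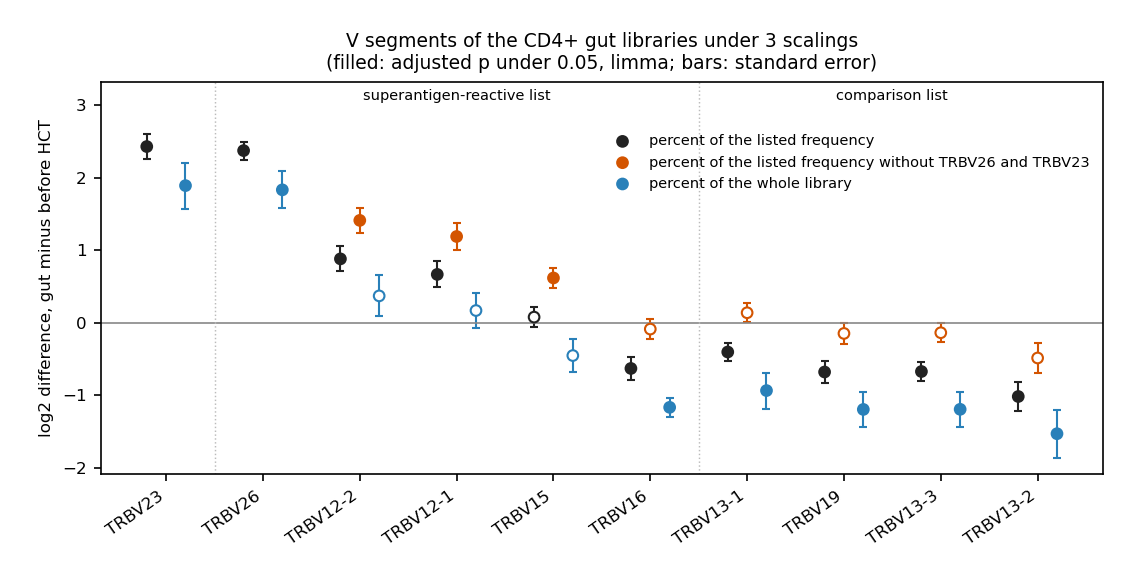
Log2 difference between gut and the libraries labelled before HCT in CD4+ TCRB for each measured list member and TRBV23, as percent of the listed frequency, with TRBV26 and TRBV23 out of the denominator, and as percent of the whole library. The second scaling does not apply to TRBV26 and TRBV23 themselves, so each has 2 points. TRBV26 lies at 2.37 and 1.83, while TRBV13-1 turns from -0.40 to 0.14 and TRBV15 from 0.08 to -0.45. The whole-library scaling lowers all gut segments together through the listed share.

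Donor genotype was tested on V segments in each tissue. The superantigen list made up 47.4% ± 1.66 (SD, n = 2) of gut CD4+ TCRB with WT, 45.9% ± 4.86 with STAT3ko and 45.1% ± 1.57 with STAT3koPD-1ko donors, and TRBV26 25.6% ± 0.0125, 25.4% ± 0.856 and 25.3% ± 3.82. In liver CD4+ cells TRBV26 was at 11.04% ± 1.87, 8.59% ± 0.575 and 7.63% ± 0.726. In the 24 genotype contrasts 0 V segments passed in limma, with 0 to 5 per contrast at an unadjusted p under 0.05, and 0 of the list members passed adjusted over the list alone. The 12 interaction contrasts, which ask whether a genotype difference was larger in gut than in liver, also gave 0, with 0 to 2 at an unadjusted p under 0.05. With the number of the gut libraries as a block, a fit chosen after seeing the data, 7 passed, all in CD8+ TCRB. In gut TRBV23, TRBV26 and TRBV8 were 1.16, 0.64 and 0.21 higher with STAT3koPD-1ko than with STAT3ko donors, and against WT donors TRBV23 and TRBV8 were 0.77 and 0.25 higher and TRBV24 had a difference of -0.34. The TRBV23 difference from WT was also 1.09 larger in gut than in liver. The adjusted p of the 7 (limma) lay between 4.63e-05 and 0.0332 with the block and between 0.0576 and 0.844 without it. In gut CD8+ cells TRBV23 was at 0.197% ± 0.211 (SD, n = 2) with STAT3ko and 0.478% ± 0.109 with STAT3koPD-1ko donors. Mean gut levels of TRBV8 (0.0153%) and TRBV24 (0.0827%) lay under the 0.1 added to each percent, near the floor of the scale. The limma spread is shared over segments, so these p-values do not rest on the libraries of a group alone. In simulated data 80% (CD4+ TCRA), 60% (CD8+ TCRA), 60% (CD4+ TCRB) and 100% (CD8+ TCRB) of segments altered by 1 log2 were recovered for STAT3ko against WT in gut. Of those altered by 0.5 log2, 0%, 60%, 20% and 20% were recovered, so smaller differences are not excluded. Each percent is of 5 segments, and the simulated libraries varied independently, so these are rough.

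Single clonotypes were tested for frequency changes. In gut against before HCT 0 of 16490 TCRA and 0 of 18293 TCRB clonotypes of CD4+ cells and 0 of 17487 TCRA and 0 of 19559 TCRB clonotypes of CD8+ cells passed in limma, with 497, 213, 689 and 271 at an unadjusted p under 0.05. Liver against before HCT gave 0 as well, with 170, 70, 212 and 69 at an unadjusted p under 0.05, and gut against liver 0, with 175, 97, 172 and 67. Between genotypes 0 passed, with 311 to 582 per contrast at an unadjusted p under 0.05. In all of these contrasts the counts were less than a share of 0.05 of the clonotypes tested. That share is what such a threshold would give without any change. In simulated data 30%, 6%, 1% and 2% of clonotypes altered by 2 log10 were recovered in gut against before HCT (TCRA of CD4+ and CD8+ cells, then TCRB of CD4+ and CD8+ cells). For STAT3ko against WT in gut these were 1%, 0%, 0% and 0%, so the test does not exclude changes of that size in single clonotypes.

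Alpha chains of other T cell types were rare. Invariant NKT chains, which mark CD1d-restricted NKT cells, made up 0.0120% of CD4+ TCRA before HCT, 0.0484% in liver and 0.0225% in gut, and 0.0142%, 0.0343% and 0.0351% of CD8+ TCRA (28 and 19 clonotypes). MAIT chains, which mark MR1-restricted T cells, made up 0.0043%, 0.0015% and 0.0014% of CD4+ and 0.0423%, 0.0233% and 0.0221% of CD8+ TCRA (11 and 17 clonotypes). 0 of the 8 comparisons passed an exact permutation test (lowest adjusted p = 0.143). Without the STAT3ko library before HCT, the MAIT differences of CD4+ liver (-0.00396), CD4+ gut (-0.00413) and CD8+ gut (-0.0309) passed, each with an exact adjusted p of 0.0476.

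CDR3 length, weighted by frequency, was 14.7 ± 0.111 amino acids (SD, n = 3) in CD4+ TCRB before HCT, 15.6 ± 0.355 (SD, n = 6) in liver and 18.9 ± 0.452 (SD, n = 6) in gut. It rose by 0.886 in liver and 4.19 in gut (exact permutation tests, p = 0.0119 and 0.0119, adjusted p = 0.0476 each). The gut test has the same limit, since 3 splits keep the numbers together, with 4.19 real against 2.603 for the highest other. This followed from the CDR3 listed for TRBV26, 99.98% of whose frequency begins with a stretch of 21 extra residues, so that its mean length was 34.5 amino acids as listed and 13.5 counted from the second cysteine. Among CDR3 running from C to F or W alone the differences were 0.00412 in liver and -0.100 in gut (exact adjusted p = 0.881 and 0.667). In CD8+ TCRB the length was 13.7 before HCT and in both tissues, in CD4+ TCRA 13.4, and in CD8+ TCRA 13.7 before HCT and 13.6 in gut (-0.0727, exact p = 0.0595, adjusted p = 0.159), which passed without WT gut library number 1 (-0.0875, exact adjusted p = 0.0476).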

Values the study reported

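The study described TCRA and TCRB diversity of donor T cells in liver and gut of recipients of WT cells as far below that before HCT. With donor cells lacking STAT3, or STAT3 and PD-1, it described diversity as similarly low, without statistically significant differences from WT cells. The study reported that approximately 15% to 30% of clonotypes that were not expanded with STAT3-deficient donor T cells were expanded with donor T cells lacking both STAT3 and PD-1. It also stated that about 90% of the expanded clonotypes differed between liver and gut.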

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

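The tests in this part were chosen only after the result was seen, except the share held by the 10 largest clonotypes of TRBV26 and TRBV23 and the spread of frequency ratios between the libraries labelled before HCT and liver.

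The direct comparison of gut with liver, a test of the difference itself, picked out 4 TRAV segments of CD4+ cells, 1 TRAV segment of CD8+ cells, 20 TRBV segments of CD4+ cells and 5 TRBV segments of CD8+ cells in limma. Among them, TRBV26 was 1.49 and TRBV23 also 1.49 higher in gut on the log2 scale. A signal also lay outside the libraries used here, since 85, 64, 145 and 81 clonotypes (TCRA CD4+, TCRA CD8+, TCRB CD4+ and TCRB CD8+) were listed at 0 in all 15 libraries of their table, so they were found in merged libraries not analysed here.

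TRBV26 and TRBV23 made up more of gut CD4+ TCRB than of the libraries labelled before HCT. The values argue against a few large clones as the source for TRBV26, whose 10 largest clonotypes held 7.13% of its gut frequency, against TRBV26 reads given to TRBV23, since 94.8% of TRBV23 frequency had CDR3 with its own germline start CSSS, and against an effect of the long CDR3 listed for TRBV26, since its gut to before HCT ratio in CD8+ cells was 1.36. Clonotypes that were not listed cannot explain TRBV26 in gut libraries numbered 1, where it had at least 21.4% of the whole library against a bound of 16.6% before HCT, but this stays open for TRBV26 in gut libraries numbered 2 (11.7%) and for TRBV23 in both (7.53% and 3.98% against a bound of 13.4%), as do large clones for TRBV23 (22.0% in the 10 largest). Stimulation by host superantigens is a candidate explanation that could not be settled. As percent of the listed frequency 3 of 3 Vβ3 and Vβ5 segments were higher, but 0 of 2 Vβ11 and Vβ12 segments. With TRBV26 and TRBV23 out of the denominator, where TRBV26 is not rescaled, 2 of 2 Vβ5 segments were higher, and 1 of the Vβ11 and Vβ12 segments. Over the whole library the counts were 1 of 3 and 0 of 2. That scaling lowers all gut segments through the listed share, so these last counts do not weigh on the question. TRBV23 was on no list, and a difference of tissue between liver, gut and donor spleen remains open as well, untested.

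Each library labelled before HCT was most similar to liver library number 1 of its own genotype, in 12 of 12 libraries, which argues against CDR3 that arise often in any mouse as the whole cause. Similarity to libraries of the other genotypes was on average 15.4% to 17.5% for liver and gut numbers 1 and 2, with single values from 3.75% to 39.4%. With gut libraries of the own genotype it was 25.0% ± 10.2 (SD, n = 12) for number 1 and 16.9% ± 8.72 (SD, n = 12) for number 2. A plain copy of a library's reads would keep frequency ratios constant, but the SD of the log10 ratio was 0.4798 (0.411 to 0.532 over the 12). Carry-over of only a part, or few sampled cells, could vary the ratios, so the SD does not decide on partial carry-over. Of the clonotypes above the tissue threshold in a library labelled before HCT, 92.8% on average (76.7% to 99.6%) were also listed in liver library number 1 of its genotype. Cells of the same mice in both libraries cannot be told apart from partial carry-over. The similarity to liver library number 1 was 3.07 times that to liver library number 2, and the labels do not tie libraries to mice. It is also open whether these libraries hold cells taken after HCT, although their titles call them naive, as 0 of 12 had an effective number above every liver library of its table, and 24 of 24 liver libraries lay above every library labelled before HCT. No value here decides between these, so every contrast with the libraries labelled before HCT could carry this doubt.

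The gut libraries numbered 2 stood apart from those numbered 1, in listed share, in diversity and in what they shared with liver, and this is given as values. Gut libraries numbered 1 shared 8.12% ± 4.12 (SD, n = 12) of expanded clonotypes with liver libraries of their own genotype and 1.00% ± 0.484 (SD, n = 12) with those of other genotypes, with 1 mean per gut library and TCRA and TCRB libraries of the same cells counted separately. For gut libraries numbered 2 these were 1.43% ± 0.583 and 1.52% ± 0.608. The liver library that shared most was of the own genotype for 12 of 12 gut libraries numbered 1 and for 3 of 12 numbered 2. The liver libraries of a genotype shared 0.813% ± 0.342 (SD, 12 pairs).

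Every split of 3 libraries labelled before HCT and 6 tissue libraries was fitted in limma to see how often other splits gave as many V segments. This fit takes each side as 1 group and has no robust setting, so its real counts are not those of the report. For gut, of 84 splits, 2 gave as many in CD4+ TCRA (9 real, 16 the highest other), 4 in CD8+ TCRA (2 real, 4 the highest other), 1 in CD4+ TCRB (19 real, 8 the highest other) and 2 in CD8+ TCRB (5 real, 8 the highest other). In each of these the highest other split set the 3 gut libraries numbered 2 against the rest, which points to a structure of the samples. Gut libraries of the same number deviate together, so the 84 splits do not exchange like with like. Only 3 splits keep the numbers together, too few for a share under 0.05, and of these the highest other gave 16, 4, 8 and 8. With the gut number as a block 15, 4, 20 and 15 passed, and with gut libraries numbered 1 alone 4 TRAV segments passed in CD4+ and 0 in CD8+ cells. In liver CD4+ TCRB 2 of 84 splits gave as many (2 real, 2 the highest other). That share is under 0.05, but it was not adjusted over the tables, another split gave as many, and 0 passed over the whole library and 1 by distinct clonotypes. In the other liver tables, with 0 real and 2 (CD4+ TCRA), 1 (CD8+ TCRA) and 2 (CD8+ TCRB) as the highest other, 84 of 84 gave as many, which a real count of 0 fixes beforehand, so these splits decide nothing. For clonotypes 6 of 84 splits gave as many in gut CD4+ TCRA (1 real, 1 the highest other), so chance cannot be excluded there. In the other 7 the real count was 0, so 84 of 84 gave as many whatever the values and nothing was tested, with a highest other of 24, 24, 1 and 5 in liver (CD4+ TCRA, CD8+ TCRA, CD4+ TCRB and CD8+ TCRB) and of 2, 1 and 0 in gut (CD8+ TCRA, CD4+ TCRB and CD8+ TCRB).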

How the results depend on the processing

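Alternatives on scaling to the whole library, denominators, gut libraries numbered 1, complete CDR3, absent thresholds before HCT and scaling to the listed clonotypes, the list without TRBV26, joint tests of diversity and blocks at the mean of both numbers were chosen only after seeing the data. A tested difference was called the same if it kept its side of the threshold, with no reversal where it passed. A count was the same within a factor of 1.5. Other values were the same if they moved by less than their spread or stayed within the main interval. With 1 library left out, 1555 of the recomputed values were the same and 310 were not. Of the other alternatives chosen beforehand 460 were the same and 121 were not (81 weaker, 19 stronger, 14 moved, 7 reversed). Of those added 466 were and 95 were not (54, 26, 7 and 8). The cause was not tested except where stated. CDR3 with stop codons were absent, so that alternative was not run, and depth was not derived. Values over the whole library are lowered in gut for all segments by the listed share.

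Log2 diversity before HCT minus liver was -0.92 by inverse Simpson and -0.52 by number of clonotypes (2 of 4 passing each) and -0.94 to -0.75 with 1 library left out, where 0 of 4 passed without each library before HCT, liver WT 1, either STAT3ko or either STAT3koPD-1ko liver library, the splits being fewer. Gut (-0.84) gave -0.35 by number of clonotypes, -1.63 with gut libraries numbered 1 and -1.06 to -0.65 with 1 library left out, with 0 passing in each. Genotype differences ranged over -0.61 to -0.25 (STAT3ko minus WT), 0.01 to 0.09 and -0.60 to -0.16.

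The shares of WT-expanded clonotypes (3.84%, 3.20% and 2.69% for STAT3ko, STAT3koPD-1ko and STAT3koPD-1ko among those not in STAT3ko) were 0.910%, 1.36% and 1.19% at 200 ppm, 1.81%, 1.77% and 1.58% at 0 before HCT, 11.8%, 10.3% and 6.22% with the WT library before HCT alone, 6.15%, 3.91% and 4.17% over the threshold in both libraries, 26.5%, 25.2% and 11.5% without a threshold before HCT, and 5.00%, 4.93% and 4.18% scaled to the listed clonotypes. Leaving out replicate 1 gave 4.20%, 4.45% and 3.997%, and leaving out replicate 2 gave 2.54%, 2.09% and 1.76%. Liver and gut shared 2.09% at 200 ppm, 2.71% in both libraries, 18.8% without a threshold, 1.80% without replicate 1 and 6.70% without replicate 2. Recurrence had exact joint permutation p of 0.92, 0.453 and 0.32 under its alternatives.

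The superantigen list in CD4+ gut was 2.66 points higher over the whole library, -4.08 without TRBV26 and 15.3 with gut libraries numbered 1 (exact adjusted p = 0.655, 0.119 and 0.133), in CD4+ liver 5.88 by distinct clonotypes and 4.22 for TRBV26 alone (both exact adjusted p = 0.0238), and in CD8+ gut 3.07 by distinct clonotypes, 0.372 for TRBV26 alone, -3.05 over the whole library and 3.02 with gut libraries numbered 1 (exact adjusted p = 0.0635, 0.238, 0.655 and 0.133). With 1 library left out the ranges were 15.9 to 17.2 (CD4+ gut), 2.09 to 3.32 (CD4+ liver), 3.09 to 3.65 (CD8+ gut) and -0.361 to 0.459 (CD8+ liver), and both gut calls were lost without any library before HCT (exact adjusted p = 0.0714, fewer splits). TRBV26 ranged over 20.1 to 21.1 and 3.57 to 4.63 points, and TRBV23 over 8.16 to 9.22 and 1.54 to 1.962 (CD4+ gut and liver). NKT ranges were 0.0290 to 0.0453 (CD4+ liver), 0.00475 to 0.0195 (CD4+ gut), 0.00528 to 0.0318 (CD8+ liver) and 0.00181 to 0.0326 (CD8+ gut), and MAIT ranges -0.00396 to -0.00218, -0.00413 to -0.00236, -0.0297 to -0.00917 and -0.0309 to -0.0104, passing without before HCT STAT3ko at -0.00396, -0.00413 and -0.0309 (exact adjusted p = 0.0476).

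CDR3 differences were 0.00412 (CD4+ TCRB liver) and -0.100 (CD4+ TCRB gut) in complete CDR3, as TRBV26 then drops out, and 0.0885 and 0.231 over distinct clonotypes (CD8+ TCRB liver and gut). Leaving out 1 library gave -0.00445 to 0.0168 and -0.0358 to -0.0145 (CD4+ TCRA liver and gut), 0.0111 to 0.0405 and -0.0875 to -0.0533 (CD8+ TCRA, passing without gut WT 1), 0.761 to 0.966 and 4.06 to 4.32 (CD4+ TCRB, lost without any library before HCT or from that tissue except gut WT 1, with fewer splits) and -0.0262 to 0.0208 and -0.0271 to 0.0630 (CD8+ TCRB).

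V segments passing against before HCT (40 in all) were 21 by distinct clonotypes and 23 to 52 with 1 library left out (23 without before HCT WT, 25 without gut WT 2). CD4+ TCRA gut (8) gave 5 at pseudocount 1, 1 by distinct clonotypes, 4 in gut libraries numbered 1 and 0 to 14 with 1 left out (13 without gut STAT3ko 1, 14 without gut STAT3koPD-1ko 1). CD8+ TCRA gut (2) gave 1, 0 and 0 under these, 7 with the 0.5% filter, 5 over the whole library and 1 to 5 with 1 left out. CD4+ TCRB gut (19) gave 11 with the other denominator and 16 to 21. CD8+ TCRB gut (9) gave 4 by distinct clonotypes and 3 to 11 (3 without before HCT WT or gut WT 2, 5 without before HCT STAT3koPD-1ko). CD4+ TCRB liver (2) gave 1 by distinct clonotypes, 0 over the whole library and 2 to 3. Gut against liver, CD4+ TCRA (4) gave 7 and 2 at pseudocounts 0.01 and 1, 0 by distinct clonotypes, 2 in gut libraries numbered 1 and 0 to 11. CD8+ TCRA (1) gave 5 with the filter, 0 by distinct clonotypes, 0 in gut libraries numbered 1 and 0 to 4. CD4+ TCRB (20) gave 6 by distinct clonotypes, 12 with the other denominator and 15 to 20. CD8+ TCRB (5) gave 1 at pseudocount 0.01, 2 by distinct clonotypes and 1 to 13. Between genotypes limma gave 6 in gut libraries numbered 1 and 0 to 14 (9, 10 and 14 without gut WT 1, STAT3ko 1 and STAT3koPD-1ko 1). There a gut genotype has a single library and the other groups supply the spread, so these counts do not show a genotype difference. For clonotypes, a filter at 100 ppm gave 11 against before HCT and 2 between genotypes, and leaving out 1 library 0 to 8 (8 without before HCT STAT3koPD-1ko, 2 without either other) and 0 to 1.

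By V segment deviations the numbers pair the gut libraries alone. Diversity went with the number in liver as well, with an SD within groups of 0.259 log2, or 0.151 with the numbers taken out. With the replicate block in gut at the mean of both numbers, counts were 15 (CD4+ TCRA gut), 4 (CD8+ TCRA gut), 15 (CD8+ TCRB gut), 11, 2 and 13 (gut against liver in CD4+ TCRA, CD8+ TCRA and CD8+ TCRB) and 7 between genotypes, no call was lost, and no other count moved by over 1.5 times. With the replicate block over liver and gut, counts were 8, 3 and 11 (gut against liver) and 2 between genotypes. Against before HCT that block gave 0 (CD4+ TCRA gut) and 1 (CD8+ TCRA gut) with tissues at number 1, and 11 and 3 at the mean of both numbers, so the lost calls came from taking number 1.

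Single segments reversed without passing, except where given. With the other denominator TRBV13-1 in CD4+ gut went to 0.14, and against liver also to 0.14. Over the whole library TRBV13-1 and TRBV14 in CD8+ gut went to -0.036 and -0.073. TRBV15 in CD4+ gut against liver went to -0.47 over the whole library (limma, adjusted p = 0.0484). That scaling lowers all gut TCRB segments through the listed share, so these reversals do not single out these segments. By distinct clonotypes TRBV16 (0.015) and TRBV21 (-0.17) reversed in CD4+ gut against liver. TRBV21 in CD4+ gut (-0.35, limma, adjusted p = 0.0255) and TRBV26 in CD8+ liver (0.30, limma, adjusted p = 0.0366) did so too, as did TRBV29 and TRBV8 in CD8+ gut (0.029 and -0.052).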

Other observations

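The comparisons of cell types and of WT recipients alone below were chosen only after the result was seen.

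CD4+ and CD8+ T cells differed in V segment usage in the libraries labelled before HCT. The tables of each cell type were merged and normalized separately, so no test was made across them, and levels are given side by side. TRAV16N made up 3.57% ± 0.302 (SD, n = 3) of CD4+ and 26.2% ± 2.17 (SD, n = 3) of CD8+ TCRA, and TRAV12N-3 made up 1.71% ± 0.220 and 6.69% ± 0.701. TRBV29 made up 3.71% ± 0.280 of CD4+ and 23.5% ± 1.74 of CD8+ TCRB, TRBV12-1 made up 0.903% ± 0.175 and 5.90% ± 0.605, and TRBV12-2 made up 1.05% ± 0.255 and 6.12% ± 0.977. The order was the opposite for TRBV16, with 17.3% ± 1.05 of CD4+ and 5.91% ± 0.507 of CD8+ TCRB, for TRBV5 with 9.95% ± 1.83 and 4.37% ± 0.649, for TRBV1 with 6.32% ± 0.959 and 2.80% ± 0.376 and for TRBV15 with 5.49% ± 0.918 and 2.21% ± 0.124. TRAV7D-2 made up 6.18% ± 0.693 of CD4+ and 2.40% ± 0.502 of CD8+ TCRA.

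The number of TRBV26 clonotypes in gut CD4+ cells differed between the numbers, with 8234, 6098 and 6015 in gut libraries numbered 1 (WT, STAT3ko and STAT3koPD-1ko) and 2724, 968 and 784 in those numbered 2. For TRBV23 there were 2240, 1705 and 1727, and 410, 206 and 167. The libraries labelled before HCT had 1411 to 2354 TRBV26 and 410 to 735 TRBV23 clonotypes, so for each segment 2 of the 6 gut libraries had fewer than every library labelled before HCT.

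The share of tissue clonotypes over 100 ppm that were under 10 ppm in the libraries labelled before HCT was 19.0% ± 7.34 (SD, n = 12) in liver libraries numbered 1, 62.8% ± 15.9 in liver libraries numbered 2, 44.3% ± 15.99 in gut libraries numbered 1 and 53.1% ± 13.6 in gut libraries numbered 2.

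Liver libraries were more diverse here than the libraries labelled before HCT, and the gut difference did not pass. That is the opposite of the direction quoted from the study above, which is about recipients of WT cells. Pooling the genotypes does not account for it, since with WT donors alone 8 of 8 liver and 8 of 8 gut libraries had an effective number above every library labelled before HCT of their table (2 per chain, cell type and tissue, not tested). Only listed clonotypes were counted. The libraries labelled before HCT were most similar to liver library number 1 of their own genotype, so this direction rests on their label. Their titles call them naive, but their column names, spleen with the number 1, do not say before HCT.

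Among clonotypes expanded with WT and not with STAT3ko donors, the share expanded with STAT3koPD-1ko donors was 2.69% here. That is lower than the range quoted from the study above, and the denominators may not be the same, since here only clonotypes expanded with WT donors were counted, and without a threshold before HCT the share was 11.5%.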
